# The NAC transcription factor ANAC046 is a positive regulator of chlorophyll degradation and senescence in Arabidopsis leaves

**DOI:** 10.1038/srep23609

**Published:** 2016-03-29

**Authors:** Chihiro Oda-Yamamizo, Nobutaka Mitsuda, Shingo Sakamoto, Daisuke Ogawa, Masaru Ohme-Takagi, Akemi Ohmiya

## Abstract

Chlorophyll (Chl) degradation occurs during leaf senescence, embryo degreening, bud breaking, and fruit ripening. The Chl catabolic pathway has been intensively studied and nearly all the enzymes involved are identified and characterized; however, the molecular regulatory mechanisms of this pathway are largely unknown. In this study, we performed yeast one-hybrid screening using a transcription factor cDNA library to search for factors controlling the expression of Chl catabolic genes. We identified ANAC046 as a common regulator that directly binds to the promoter regions of *NON-YELLOW COLORING1*, *STAY-GREEN1* (*SGR1*), *SGR2*, and *PHEOPHORBIDE a OXYGENASE*. Transgenic plants overexpressing *ANAC046* exhibited an early-senescence phenotype and a lower Chl content in comparison with the wild-type plants, whereas loss-of-function mutants exhibited a delayed-senescence phenotype and a higher Chl content. Microarray analysis of *ANAC046* transgenic plants showed that not only Chl catabolic genes but also senescence-associated genes were positively regulated by ANAC046. We conclude that ANAC046 is a positive regulator of Arabidopsis leaf senescence and exerts its effect by controlling the expression of Chl catabolic genes and senescence-associated genes.

Loss of green color, the most visually apparent phenomenon during leaf senescence, is caused by chlorophyll (Chl) degradation. This process facilitates redistribution of nutrients from senescent leaves to reproductive organs and increases reproductive success^1^. In addition, loss of Chl in flowers and fruits is an important trait that enables them easily visible among leaves to attract pollinators and seed dispersers.

During past three decades, identification of Chl catabolite structures^2^ and analysis of stay-green mutants, in which Chl degradation is impaired^3^,^4^, have facilitated the elucidation of the Chl catabolic pathway. To date, nearly all enzymes involved in Chl degradation have been identified and characterized. In higher plants, reduction of Chl *b* to Chl *a* is the initial step of Chl breakdown (Fig. 1). Chl *b* reductase, encoded by *NON-YELLOW COLORING 1* (*NYC1*) and *NYC1-like* (*NOL*), catalyzes the conversion of Chl *b* to 7-hydroxymethyl Chl *a*^5^,^6^, which is then converted into Chl *a* by 7-hydroxymethyl-chlorophyll *a* reductase (HCAR)^7^. The central Mg atom of Chl *a* is removed by a metal-chelating substance (MCS), the molecular nature of which has not been identified, to form pheophytin *a*. Pheophytinase (PPH) then catalyzes the removal of the phytol tail of pheophytin *a* to form pheophorbide *a*^8^,^9^. Subsequently, the porphyrin macrocycle ring of pheophorbide *a* is opened by pheophorbide *a* oxygenase (PaO) to produce red chlorophyll catabolite (RCC)^10^,^11^. RCC is converted to nonfluorescent chlorophyll catabolite (NCC) or nonfluorescent dioxobilin-type chlorophyll catabolite (NDCC), end-products of Chl breakdown, via *primary* fluorescent Chl catabolite (*p*FCC) by the actions of RCC reductase (RCCR), MES16, and CYP89A9^12^,^13^,^14^. Chl breakdown also requires a protein termed STAY GREEN (SGR). *Arabidopsis* has three SGR homologs, SGR1, SGR2, and SGR-like^15^. SGR1 and SGR-like positively regulate Chl degradation in senescing and pre-senescing leaves, respectively, whereas SGR2 negatively regulates Chl degradation in senescing leaves^16^,^17^. Many Chl catabolic genes, including *NYC1*, *PPH*, *PaO*, *MES16*, and *SGR1* are coordinately expressed and their transcript levels increase in senescing leaves^4^.

Senescence is accompanied by transcriptional reprogramming of a large number of genes. In senescent leaves of Arabidopsis, more than 100 transcription factors (TFs) from various families, including NAC (no apical meristem [NAM], ATAF1/2, and cup-shaped cotyledon [CUC2]), WRKY, zinc finger proteins, and AP2/EREBP are upregulated^18^. In particular, plant-specific NAC superfamily constitutes a large portion of senescence-regulated genes in Arabidopsis^18^,^19^,^20^. Several NAC TFs, including AtNAP/ANAC029^21^, ORESARA1/ANAC092^20^,^21^,^22^,^23^, ORE1 SISTER1/ANAC059 (ORS1)^24^, and AtNAC016^25^, positively regulate leaf senescence. Their downstream target genes, including senescence-associated genes (SAGs), have been identified^20^. Only limited information is available on whether the senescence-related NAC TFs are involved in the control of Chl catabolic gene expression. Recently, Qiu *et al*.^26^ reported that ORE1 directly binds to the promoter regions of *SGR1*, *NYC1*, and *PaO*.

Towards an understanding the mechanism of Chl degradation, we performed comprehensive screening of TFs that bind to the promoter regions of Chl catabolic genes using an improved yeast one-hybrid (Y1H) screening system with an Arabidopsis TF cDNA library^27^. Because the TF cDNA library is composed of 10% or less number of all Arabidopsis genes, the rate of false positives is much lower than in traditional screening. Another advantage of this approach is that we can directly employ the promoter region as bait. Here, we report identification of ANAC046, a previously uncharacterized member of the NAC superfamily, as a common regulator of the expression of *NYC1*, *SGR1*, *SGR2*, and *PaO*. ANAC046 belongs to the same subgroup as ORE1 and ORS1. Our analysis of mutant and transgenic *ANAC046* plants showed that ANAC046, ORE1, and ORS1 share common functions but also have distinct roles in leaf senescence.

## Results

### Identification of transcription factors that bind to the promoter regions of chlorophyll catabolic genes

To identify the TFs that directly control Chl degradation, we first constructed yeast strains carrying the *HIS3* reporter gene driven by the promoter regions of the following Chl catabolic genes: *NYC1*, *NOL*, *HCAR*, *PPH*, *PaO*, *RCCR*, *CYP89A9*, *MES16*, *SGR1*, and *SGR2*. Then, we examined binding of ca. 1300 TFs (ca. 70% of all Arabidopsis TFs) to these regions. After the initial screening with 343 mini-pools, we performed a second screening and identified 93 interactions between the 10 promoters and 54 individual TFs (Fig. S1). Among them, we were interested in the particular group of NAC TFs because three genes namely ANAC046, ANAC087, and ANAC100 were detected in experiments employing the promoters of *NYC1*, *SGR1*, *SGR2*, and *PaO* (Fig. S1). Phylogenetic analysis clustered these three proteins into the same clade as ANAC079, ORE1, and ORS1 in the NAM subgroup of group I of the NAC superfamily (Fig. S2)^28^. *ANAC079*, *ANAC100*, and *ORE1* have miR164-complementary sites with ≤3 mismatches to miR164 and are likely to be target genes for this miRNA (Fig. S3).

Next, we examined the binding of six TFs to four promoters in a separate Y1H experiment (Fig. 2a). ANAC046 bound to all the promoters tested. For ANAC087, the TF most similar to ANAC046 (Fig. S2), the affinity to all of the promoters was low. ORE1 bound to the *SGR2* and *PaO* promoters, and ORS1 did not bind to any of the promoters tested. Therefore, we chose ANAC046 for further analysis.

To examine the interactions between ANAC046 and promoters of the 12 chlorophyll catabolic genes, we employed transient effector–reporter analysis in leaf protoplasts. As shown in Fig. 2b, the VP16-fused form of ANAC046 clearly activated the reporter driven by the promoters of *NYC1*, *SGR1*, *SGR2*, and *PaO*, suggesting *in planta* binding of ANAC046 to these promoters. Thus, the results obtained in leaf protoplasts were consistent with those obtained in yeast. ANAC046 also activated *MES16* promoter *in planta* with less extent, although this activation was not observed in yeast.

### Phenotypic Analysis of *ANAC046* Transgenic Plants

To elucidate the function of ANAC046 in Chl degradation, we produced transgenic Arabidopsis plants constitutively overexpressing *ANAC046* (*35S:ANAC046*; OX) and plants expressing a chimeric repressor containing the SRDX domain at the C-terminus (*35S:ANAC046-SRDX*; SRDX). The SRDX plant is expected to show loss-of-function phenotype of *ANAC046* and its functionally redundant transcription factors as a result of dominant suppression of its target genes^29^. We also obtained a putative knockout mutant, SM_3_27647 (KO), which has a transposon insertion in the *ANAC046* coding region.

The OX plants germinated on MS-agar slightly later than WT plants (Fig. 3a). At 40 days after sowing (DAS), the OX plants had wavy rosette leaves and were remarkably smaller than WT plants (Fig. 3b). The KO and SRDX plants were slightly larger than WT plants during the course of development. The dry weight of aerial parts and roots was significantly lower in OX plants and that of roots was significantly higher in KO and SRDX plants than in WT plants (Fig. 3c). Chl content in the 8–9th leaf at 40 DAS was slightly higher in the KO and SRDX plants and significantly lower in OX plants than in the WT plants (Fig. 3d).

To compare the ultrastructure of chloroplasts, the leaves of WT, OX, KO, and SRDX plants at 40 DAS were analyzed under a transmission electron microscope (TEM). At the end of the light period, chloroplast structure was similar in all plants tested: all mesophyll chloroplasts contained several large starch granules (Fig. 3e), which were produced by photosynthesis during the day. At the end of the dark period, only small starch granules were visible in the chloroplasts of the WT, KO, and SRDX plants, whereas chloroplasts of the OX plants still contained several large starch granules (Fig. 3e). In line with these observations, iodine staining showed that the leaves of OX plants, but not those of the WT, KO, or SRDX plants, contained a high level of starch at the end of the dark period, whereas the starch level was high in the leaves of all plants at the end of the light period (Fig. 3f).

### Involvement of ANAC046 in leaf senescence

To determine the involvement of ANAC046 in age-dependent senescence, we compared the plant phenotypes and Chl content in the leaves of OX, KO, SRDX, and WT plants at 35 and 70 DAS. Leaf yellowing was accelerated in the OX plants and delayed in the KO and SRDX plants in comparison with the WT plants (Fig. 4a). Leaf Chl content was significantly higher in the KO and SRDX plants than in the WT plants at both 35 and 70 DAS (Fig. 4b). At 70 DAS, Chl content in the leaves of the OX plants was approximately half that of the WT plants. CO_2_ assimilation rate was not significantly different among WT, OX, KO, and SRDX plants at 35 DAS, but was significantly higher in the KO and SRDX plants and slightly (but not significantly) lower in the OX plants than in the WT plants at 70 DAS (Fig. 4c). Ion leakage rate (a senescence indicator) was similar in all plants until 56 DAS (Fig. 4d). At 70 DAS, it was significantly higher in the OX plants but significantly lower in the KO and SRDX plants than in the WT plants.

The levels of photosynthetic proteins associated with PSI and PSII were assessed by western blotting with antibodies against the core proteins (PsaA and PsbA, respectively) and the antenna proteins of the light-harvesting complexes (Lhca1 and Lhcb1). The levels of the large subunit of Rubisco (RbcL), which is involved in carbon fixation, were also examined. At 35 DAS, we did not detect remarkable differences in the levels of the photosynthetic proteins among plants tested (Fig. 4e). At 70 DAS, much higher levels of all proteins were detected in the KO and SRDX plants than in the WT plants, whereas all the proteins tested were below the detection limit in the OX plants.

We also analyzed the effect of ANAC046 on dark-induced senescence by transferring the plants at 35 DAS to continuous darkness. Leaves of the OX plants grown on MS-agar were pale green and somewhat smaller than WT plants at 35 DAS (Fig. 5a). Chl content decreased faster in the OX plants, but slower in the KO and SRDX plants, than in the WT plants (Fig. 5b). The SRDX plants retained a high level of Chl even at 13 days after dark treatment (DAD). Ion leakage rate was significantly higher in the OX plants at 4 and 13 DAD and significantly lower in SRDX plants at 8 and 13 DAD than in the WT plants (Fig. 5c). The levels of all the photosynthetic proteins tested drastically decreased at 4 DAD in the OX plants but remained constant in the WT, KO, and SRDX plants (Fig. 5d). They were below the detection limit at 8 DAD in the OX plants. In contrast, the KO and SRDX plants contained substantial amounts of photosynthetic proteins even at 13 DAD, when these proteins became undetectable in WT plants.

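Gene expression was measured on one-color Agilent arrays in 5 groups of 3 arrays each. WT and OX plants were sampled at 50 DAS, and WT, KO and SRDX plants at 5 DAD, after a dark treatment that started at 35 DAS. Each OX and each SRDX array came from its own line, called here line 1, 2 or 3 after its replicate number. For the dark-treated samples, the labels of the deposited arrays name seedlings kept under foil on agar, whereas the Methods name leaves. Genotype and time in the dark are the same in both. Each array held 43803 spots other than controls, with 43603 different probes, and the authors deposited the background-subtracted signal of every spot.
On each array, the signals were divided by the median of the spots that passed both outlier filters. Quantile normalization then gave all 15 arrays the same distribution, and values are log2 signals relative to the array median. The paper's normalization also used other arrays of the group, which were not used here. Through their accessions, 34348 probes (78.8%) were matched to 25410 loci, and the brightest probe stood for its gene. Genes well above background on every array of at least 1 group were tested against WT with limma, 20440 genes at 50 DAS and 25199 genes at 5 DAD. Of these, 17390 and 20155 had a locus. The others are probes without a matched locus, which count as genes of their own here and may repeat a locus. The limit was the paper's false discovery rate of 0.15, applied to Benjamini-Hochberg adjusted p-values.
At 50 DAS, between 62.2 and 68.7% of the spots were well above background. At 5 DAD the share was 76.3 to 80.9% in WT, 77.5 and 77.6% in SRDX lines 1 and 2, 68.4% in SRDX line 3 and 67.0 to 68.7% in KO. The median spot signal was 5.17 to 11.4 times the median local background. The precision is limited by the number of arrays. The arrays lay on 5 slides. WT and OX at 50 DAS each filled a slide of their own, so that slide and genotype cannot be told apart in the comparison of OX with WT. At 5 DAD the WT arrays shared a slide, SRDX lines 1 and 2 shared another, and SRDX line 3 lay beside the 3 KO arrays. No slide held WT with another genotype, so slide and genotype cannot be told apart in the comparisons with WT at 5 DAD either.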

To obtain a comprehensive view of transcriptomic changes in transgenic plants, we performed microarray experiments (Fig. 6). We used RNAs from three independent lines of the OX and SRDX plants for the analysis. The level of *ANAC046* expression in these transgenic plants was more than 17-fold higher than that of WT (Fig. S4). 

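At 50 DAS, the log2 signal of *ANAC046* (AT3G04060) was 6.85 ± 3.65 (SD, n = 3 lines) in OX and 0.58 ± 0.18 (SD, n = 3) in WT. The difference was 6.27 (standard error 1.73), a 77.3-fold increase. Every OX line lay above every WT array, by 2.06, 8.35 and 8.41 over the WT mean in lines 1, 2 and 3. The adjusted p-value over all genes was 0.195 (limma with Benjamini-Hochberg adjustment), above the limit. Leaving out line 1 moved the result most, to a log2 difference of 8.38 with an adjusted p-value of 2.40e-04. Under Storey's q-values, the kind named in the Methods, q was 0.0707.
In the SRDX plants at 5 DAD, the log2 signal was 6.31 ± 0.08 (SD, n = 3 lines), against 5.21 ± 0.12 (SD, n = 3) in WT. The increase of 1.10 (standard error 0.14) was 2.14-fold and past the limit (adjusted p = 0.0142). It was 2.08-, 2.28- and 2.08-fold in the 3 lines.

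**Figure D1:**
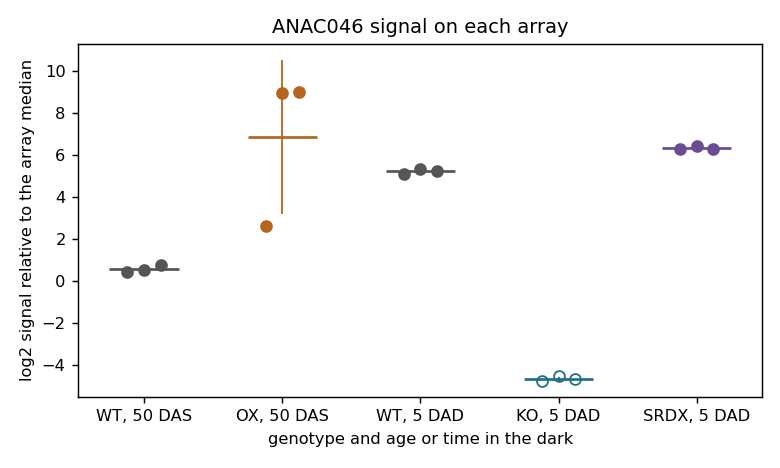
*ANAC046* signal on each array, as log2 relative to the array median (vertical axis), in WT and OX at 50 DAS and in WT, KO and SRDX at 5 DAD (horizontal axis). Points are single arrays, open where the probe was not well above background, horizontal lines are means and vertical lines are ± SD (n = 3). OX line 1 lies 2.06 above the WT mean and lines 2 and 3 more than 8 above it.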

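In the KO plants at 5 DAD, the *ANAC046* probe was not well above background on any of the 3 arrays, and it was well above background on all 3 WT arrays. The signal was at least 281-fold lower in KO than in WT. This bound sets the mean of the brighter group against, on each array of the other group, the lowest signal among probes well above background or the probe's own signal, whichever was higher. The decrease had an adjusted p-value of 1.04e-08 (limma with Benjamini-Hochberg adjustment).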

We also confirmed that *ANAC046* expression in the KO plants was extremely low. We found that SRDX and KO plants, which had similar phenotypes, also had similar transcriptomes (r = 0.71; Fig. S5). 

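At 5 DAD, 4583 genes were higher and 3584 lower in KO than in WT, and 2919 were higher and 2201 lower in SRDX (limma with Benjamini-Hochberg adjustment). In KO, 47.2% of the genes had all 3 arrays beyond all 3 WT arrays, and in SRDX 32.7%, where chance gives 10%. Scaling to the 75th percentile in place of quantile normalization turned the share of higher genes in KO from 56.1% to 40.8%, with 3733 genes higher and 5427 lower. Leaving out WT replicate 2 reduced the counts most, to 1844 higher and 1223 lower in KO and 651 higher and 332 lower in SRDX. KO and SRDX had 2350 higher and 1420 lower genes in common, while 7 were higher in KO and lower in SRDX and 4 the reverse.
Across the 25199 genes, which are not independent replicates, the log2 changes of KO and SRDX correlated with r = 0.734, and 80.2% had the same sign. Both sets of changes share the WT arrays. Unchanged groups simulated against shared controls gave a mean r of 0.498 (0.475 to 0.519 in 100 simulations) and 66.7% of genes with the same sign. With separate WT arrays for KO and SRDX, r was 0.554 to 0.717 with a mean of 0.655. All WT arrays at 5 DAD lay on 1 slide, so a deviation of that slide would still be shared by both sets of changes and by the calls in common. The correlation also depended on SRDX line 3, which lay on the slide of the KO arrays. Without this line, r was 0.550, and groups simulated in this design gave 0.445. The latter simulations drew each gene on its own, while deviations of real arrays correlated across genes with r up to 0.606. Chance values of real arrays can therefore spread more widely than the simulated ones, and 0.550 against 0.445 does not settle an excess. A direct comparison of SRDX with KO found 33 genes higher and 26 lower in SRDX, and 3023 at an unadjusted p-value under 0.05. The number past the limit depended on single arrays, from 13 without KO replicate 3 to 3164 without SRDX line 3.

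**Figure D2:**
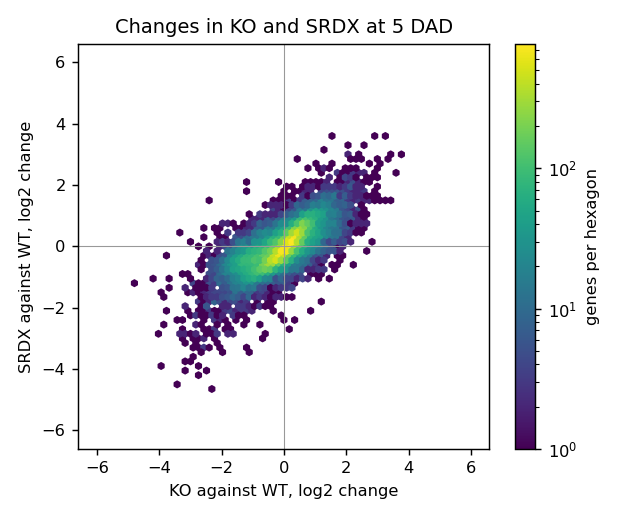
Log2 change against WT at 5 DAD in KO (horizontal axis) and in SRDX (vertical axis) for 25199 genes, with the number of genes in each hexagon as color on a log scale. Most genes lie along the rising diagonal, and 2 genes lie outside the axes.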

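The 12 Chl catabolic genes of Fig. 6a were well above background on all 15 arrays. In OX plants, 10 of the 12 had a higher mean signal than in WT. The log2 change (± standard error) was 1.76 ± 0.64 for *NYC1*, 1.85 ± 0.46 for *CLH1*, 1.11 ± 0.49 for *PPH*, 1.45 ± 0.58 for *PaO*, 2.28 ± 0.90 for *SGR1* and 3.13 ± 1.01 for *SGR2*. None of the 12 genes passed the limit over all genes (lowest adjusted p = 0.192, limma with Benjamini-Hochberg adjustment). At an unadjusted p-value under 0.05, 6 were higher and 1 lower, and with Storey's q-values 9 were higher and 1 lower. Adjusted over the list alone, 8 were higher and 1 lower. Line 1 differed less from WT than line 2 or 3 for most of the genes, with *SGR1* 0.11 above the WT mean against 3.46 and 3.29 in lines 2 and 3. The largest differences of line 1 were 1.05 for *CLH1*, against 1.66 and 2.84, and 0.70 for *SGR2*. Without line 1, 10 genes were past the limit as higher and 1 as lower.
In KO, 6 of the 12 genes were past the limit as lower. Their log2 changes were −1.39 for *NYC1*, −1.03 for *SGR1*, −1.01 for *PPH*, −0.83 for *PaO*, −0.71 for *SGR2* and −0.44 for *MES16*. The same 6 genes were lower in SRDX, by log2 changes of −1.04, −0.95, −1.10, −0.89, −0.60 and −0.40. For *CLH1* the decrease of −0.83 in both genotypes was within the spread between arrays (adjusted p = 0.369 in KO and 0.433 in SRDX). *HCAR*, *CLH2* and *RCCR* were past the limit as higher in both, with *CLH2* at 1.44 in KO and 1.64 in SRDX. Adjusted over the list alone, 7 genes were lower and 3 higher in each genotype. With each of the 9 arrays left out in turn, the decrease of *SGR1* stayed past the limit in both genotypes. That of *PPH* did so in 4 of the 9 fits in each, and was lost when any single WT array was left out. In SRDX, the decrease of *NYC1* stayed past the limit in 5 of the 9 fits, and those of *PaO* and *SGR2* in 7. In KO, the decreases of *NYC1*, *PaO* and *SGR2* did so in all 9. With the slide as a block, the calls of *PPH* in KO (adjusted p = 0.165) and *MES16* in SRDX (adjusted p = 0.180) were lost. In the fit of all 15 arrays, the calls of *PaO*, *SGR1* (adjusted p = 0.298), *SGR2* and *MES16* in KO were lost. So were those of *SGR1* (adjusted p = 0.410) and the other lower genes in SRDX. That fit uses 1 spread per gene for all groups. The SD of *SGR1* was 1.89 in OX, 0.12 in KO and 0.30 in SRDX. The spread of the OX lines therefore weighs on its lost calls.

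**Figure D3:**
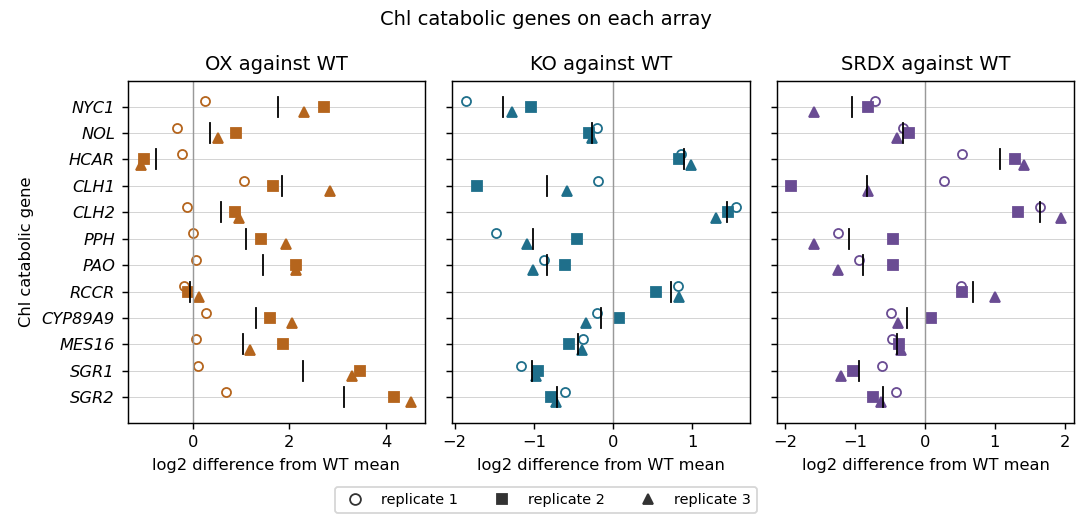
Difference of each array from the WT mean, as log2 (horizontal axes), for the 12 Chl catabolic genes (vertical axis) in OX at 50 DAS and in KO and SRDX at 5 DAD. Symbols are the 3 replicates or lines and vertical bars are their means (n = 3). In OX, the open symbols of line 1 lie near 0 for most genes.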

The expression of Chl catabolic genes, including *NYC1*, *CLH1*, *PPH*, *PaO*, *SGR1*, and *SGR2* was markedly higher in the OX plants and lower in the KO and SRDX plants than in the WT plants (Fig. 6a). Likewise, the expression of marker genes for leaf senescence, including *SAG12* and *SAG13*, was also higher in the OX plants and lower in the KO and SRDX plants than in WT plants (Fig. 6b). 

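The signal of *SAG12* was not well above background in WT at 50 DAS and was above it in 2 of the 3 OX lines, which left it untested at 50 DAS. The mean over the 3 lines was at least 11.8-fold above WT. *SAG13* was higher in OX by 3.94 (standard error 1.5), but the WT arrays themselves had an SD of 2.77, and the adjusted p-value was 0.208 (limma with Benjamini-Hochberg adjustment). At 5 DAD, *SAG12* changed by −2.74 in KO (standard error 0.93, adjusted p = 0.0834) and by −1.59 in SRDX (adjusted p = 0.327). *SAG12* was well above background on 2 of the 3 KO arrays, and its call in KO was lost without WT replicate 2 or 3 or KO replicate 1 or 3, with the slide as a block (adjusted p = 0.171), and in the fit of all 15 arrays. *SAG13* changed by −1.01 in KO (adjusted p = 0.0300, and 0.551 in the fit of all 15 arrays) and by −0.55 in SRDX (adjusted p = 0.170).
Of the 17 senescence genes of Fig. 6b, 15 were tested in OX and 13 of these had a higher mean than WT, 4 with all lines above all WT arrays, which chance gives for 10% of genes in either direction. None passed the limit over all genes, 5 were higher at an unadjusted p-value under 0.05, and 12 were higher and 1 lower with Storey's q-values. Adjusted over the list alone, 9 were higher. Without OX line 1, 12 were past the limit as higher and 1, *ORE9*, as lower. In KO 15 and in SRDX 16 of the 17 genes had a lower mean, of which 11 and 6 were past the limit. Adjusted over the list alone, these counts were 13 and 11. *ORE9* was past the limit as higher in both, and lost these calls with the slide as a block (adjusted p = 0.191 and 0.193) and without WT replicate 2 or 3.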

We also examined age-dependent changes in the expression of genes upregulated in each of the three transgenic lines by using publicly available microarray data of wild type (Fig. 6c)^30^. The expression of most genes upregulated in the OX plants increased with age, whereas the expression of most genes upregulated in the KO and SRDX plants decreased with age (Fig. 6c). These data clearly support accelerated senescence of OX plants and delayed senescence of KO and SRDX plants.

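In OX, 19 genes were higher and 1 was lower than in WT, while 4700 of the 20440 genes (23.0%) had an unadjusted p-value under 0.05. For 34.0% of the genes, all 3 OX lines lay beyond all 3 WT arrays, where chance gives 10%. These counts depended on single arrays. None was past the limit by limma without WT replicate 2 or 3, 3 were higher and 0 lower without OX line 2, and 1 was higher and 1 lower without OX line 3. The changes of line 1 had an SD across genes of 0.49, against 1.08 and 1.19 in lines 2 and 3, and without line 1, 4912 genes were higher and 6666 lower. With Storey's q-values and all 3 lines, 5049 were higher and 7026 lower.
Across the 19752 genes tested at both stages, which are not independent replicates, the log2 changes of OX correlated with those of KO (r = −0.363) and of SRDX (r = −0.436). These comparisons share no arrays. Each OX line gave a negative correlation with KO, r = −0.167, −0.380 and −0.340 in lines 1, 2 and 3. Of the 18 genes higher in OX that were also tested at 5 DAD, 9 were lower in KO, where 1.73 were expected (Fisher's exact test, two-sided, odds ratio 9.43, p = 1.50e-05), and 1 was higher. In SRDX, 5 of the 18 were lower, where 1.59 were expected (Fisher's exact test, two-sided, p = 0.0171), and none was higher. The public data on age, which the paper describes just before, were not analysed here.

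**Figure D4:**
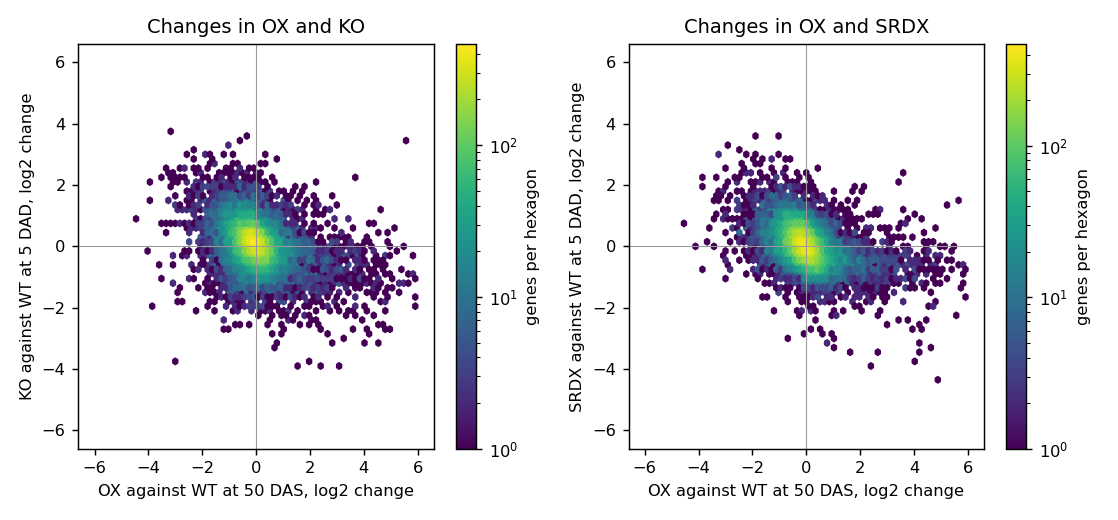
Log2 change against WT in OX at 50 DAS (horizontal axes) and in KO or SRDX at 5 DAD (vertical axes) for 19752 genes, with the number of genes in each hexagon as color on a log scale. In each panel 17 genes lie outside the axes, and genes far above WT in OX lie mostly below 0 in KO and SRDX.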

## Discussion

The Chl degradation pathway consists of six chloroplast-located enzymes, two cytoplasm-located enzymes, a metal-chelating substance, and the key regulator SGR, and produces nonfluorescent chlorophyll catabolites^3^,^4^,^31^. In Arabidopsis leaves, the expression of Chl catabolic genes is highly coordinated during senescence^4^, suggesting the existence of TFs that bind to the promoter regions and coordinate the expression of a number of Chl catabolic genes. In this study, we found that several NAC TFs, including ANAC046, ANAC087, and ANAC100, directly bind to the promoter regions of *NYC1*, *SGR1*, *SGR2*, and *PaO*. It is worthy of note that the expression of these Chl catabolic enzymes is well correlated with that of these three NAC TFs, with both groups showing a drastic increase during leaf senescence^4^. Our analyses of mutant and transgenic ANAC046 plants indicate that ANAC046 is a positive regulator of leaf senescence.

ANAC046 belongs to the same subgroup as ORE1 and ORS1 (Fig. S2), TFs associated with leaf senescence^20^,^22^,^23^,^24^. Recently, Qiu *et al*.^26^ showed that ORE1 directly promote the expression of a similar set of Chl catabolic genes. Our microarray analysis of *ANAC046* mutant plants showed that many genes inducible by ORE1, ORS1, or both were also upregulated in *ANAC046* OX plants and downregulated in *ANAC046* SRDX and KO plants (Fig. S6 and Table S1) suggesting that these TFs have overlapping functions during age-dependent senescence. However, there may be no or only limited functional redundancy between ORE1 and ANAC046 in terms of age-dependent senescence because distinct delayed senescence phenotypes were observed in an single mutant of *ORE1* and that of *ANAC046*. Recent reports have shown that *ORE1* is a miR164 target gene^22^ and its expression is enhanced by EIN3^26^. In contrast, *ANAC046* has neither miR164 target site nor EIN3 binding site, suggesting that expression of these NAC TFs controlled by different regulatory mechanism. Public database (eFP browser; http://bbc.botany.utoronto.ca/efp/cgi-bin/efpWeb.cgi) showed that these NAC TFs have different expression profiles under various senescence-promoting conditions: e.g., the expression of *ORS1* and *ANAC046* is upregulated in the dark, whereas that of *ORE1* is only slightly affected. Conversely, *ORE1* expression is upregulated by abscisic acid (ABA) treatment, whereas the expression of *ANAC046* only slightly upregulated and that of *ORS1* is unchanged. Therefore, we conclude that ANAC046, ORE1, and ORS1 share common functions but also have distinct roles and expression patterns in leaf senescence. Very recently, Sakuraba *et al*.^32^ reported that ANAC016 directly binds to the *SGR1* promoter and activates its expression during leaf senescence, whereas it does not bind to the promoters of other Chl catabolic genes, including *NYC1*, *SGR2*, and *PAO*. The result also indicates that several NAC TFs are involved in the regulation of Chl catabolic gene expression, although each has distinct regulatory roles.

As recent studies revealed, some NAC TFs form homo/hetero-dimer and influence the activity each other^33^. In addition to the direct protein-protein interaction, some NAC TFs are known to activate expression of other NAC TFs^34^,^35^. In our microarray data, some senescence-associated NAC TFs such as *ATAF1*^36^, *ANAC055*, *ANAC019*, *RD26/ANAC072*^37^, *ANAC087*^38^, and *ANAC048* were upregulated in *ANAC046* OX plants and downregulated in *ANAC046* SRDX and/or KO plants while expression of *NAP*^25^, *ORE1*^22^, *JUB1/ANAC042*^39^ and some other senescence-associated NAC TFs were not affected in these transgenic plants (Fig. S7). 

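Of the NAC genes named as upregulated in OX, 5 had a matched probe, and *ANAC048* was not analysed here. All 3 OX lines lay above all WT arrays for each of the 5. The log2 change was 1.12 for *ATAF1*, 2.32 for *ANAC055*, 3.30 for *ANAC019*, 1.65 for *RD26* and 3.72 for *ANAC087*, with standard errors from 0.39 to 0.92. None passed the limit over all genes (adjusted p from 0.181 to 0.200, limma with Benjamini-Hochberg adjustment), and all 5 did with Storey's q-values, at an unadjusted p-value under 0.05, and without OX line 1. Adjusted over the list alone, all 5 were higher. Since the paper named these genes from the same arrays, that count is not independent evidence. In KO all 5 were past the limit as lower, from −0.63 for *ATAF1* to −1.47 for *ANAC055*. The calls of *ATAF1* and *RD26* in KO were lost without any single WT array. In SRDX 3 were, namely *ANAC055* (−1.50), *ANAC019* (−0.97) and *ANAC087* (−2.38). *ATAF1* and *RD26* were lower on all 3 SRDX arrays than in WT, with adjusted p-values of 0.227 and 0.379.
For *NAP*, the log2 change was 0.57 in OX (adjusted p = 0.315), −0.32 in KO (0.221) and −0.53 in SRDX (0.0982). *ORE1* changed by −0.61 in OX (adjusted p = 0.207), −0.55 in KO (0.0753) and −0.68 in SRDX (0.0594), with all 3 arrays below all WT arrays in each genotype. *JUB1* changed by 0.47, −0.59 and −0.40, and was past the limit in none of the 3 genotypes (adjusted p from 0.421 to 0.633). Without SRDX line 1, *JUB1* was past it in SRDX (−0.96, adjusted p = 0.138). *NAP* in KO was past it with Storey's q-values (q = 0.0984) and when adjusted over the list alone (adjusted p = 0.139). In OX, *NAP* and *ORE1* were past the limit with Storey's q-values (q = 0.114 and 0.0752) and without OX line 1 (adjusted p = 0.0603 and 0.0889). *ORE1* was so also in the fit of all 15 arrays. Storey's method called 5049 higher and 7026 lower genes in OX, and the unadjusted limma p-value of *NAP* there was not under 0.05. The calls of *NAP* and *ORE1* in SRDX were lost when any of the 3 WT arrays or SRDX line 3 was left out. That of *ORE1* in KO was lost without any of the WT arrays or KO replicate 2 or 3. With the slide as a block, the calls of *ATAF1* (adjusted p = 0.262), *RD26* (0.229) and *ORE1* (0.155) in KO and of *NAP* (0.154) and *ANAC019* (0.156) in SRDX were lost. The fit of all 15 arrays lost those of *ATAF1*, *RD26*, *ANAC019* and *ANAC087* in KO and of *NAP* and *ANAC019* in SRDX.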

At least the former NAC TFs could be downstream regulators of ANAC046 or co-regulated TFs with ANAC046. On the other hand, the latter NAC TFs could be upstream of ANAC046 or independent from ANAC046. The complicated NAC-NAC regulatory circuit is unique aspect of plants and remains to be addressed in future studies.

In Arabidopsis, single mutants of *NYC1*^6^, *SGR1*^15^,^40^, *PPH*^9^, and *PaO*^10^,^11^,^40^ exhibit stay-green phenotypes with decreased levels of photosynthetic activity (termed “nonfunctional stay-green”). In contrast, KO and SRDX plants retained both Chl and photosynthetic proteins longer than the WT plants did during both age-dependent and dark-induced senescence. As judged by the CO_2_ assimilation rate, the decline in photosynthetic activity in the old leaves was much slower in KO and SRDX plants than in WT plants. We therefore consider the KO and SRDX plants to have functional stay-green phenotypes. Because a decline in photosynthetic activity is a typical symptom of leaf senescence, the results demonstrate that, besides regulating Chl degradation, ANAC046 plays important roles in other physiological events during leaf senescence, including regulation of photosynthetic activity.

Overexpression of *ANAC046* severely impaired plant growth and enhanced leaf yellowing. These phenotypes were not observed in plants overexpressing *ORE1* and *ORS1*, again showing the functional difference between ORE1 and ANAC046^20^,^23^,^24^. Furthermore, mesophyll chloroplasts of the OX plants at 40 DAS contained large starch granules at the end of the dark period, whereas the WT plants did not (Fig. 4). This suggests that the OX plants cannot degrade as much starch during the dark period as WT plants can, which may reduce carbon supply and therefore plant size becomes small. It is noteworthy that the phenotypes of loss-of-function mutants defective in starch metabolism such as *maltose excess 1* (*mex1*: maltose transporter) and *disproportionating enzyme 1* (*dpe1*: debranching enzyme)^41^,^42^ are similar to that of *ANAC046* OX plants. However, there was no significant difference in the expression levels of *MEX1* and *DPE1* between the OX and WT plants in our microarray analysis (Fig. S8). 

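*MEX1* was lower in OX than in WT by a log2 change of −0.20 (standard error 0.22), less than the spread between arrays, with an adjusted p-value of 0.549 (limma with Benjamini-Hochberg adjustment). For *DPE1* the change was −0.52 (standard error 0.24), with an adjusted p-value of 0.234. All 3 OX lines lay below all WT arrays for *DPE1*, as happens by chance for 10% of genes in either direction. A second, dimmer probe of *DPE1*, well above background on 4 of the 15 arrays, changed by 0.67 the other way. Both genes moved past the limit without OX line 1, at −0.38 (adjusted p = 0.123) for *MEX1* and −0.62 (adjusted p = 0.109) for *DPE1*. With Storey's q-values and all lines, *DPE1* was past the limit (q = 0.0848) and *MEX1* was not (q = 0.199).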

Accumulation of starch generally occurs in old leaves, although the molecular mechanism of this selectivity remains unclear^43^,^44^. It is therefore reasonable to speculate that starch accumulation is a senescence syndrome that occurs earlier in the OX plants than in the WT plants.

Plant hormones positively or negatively regulate leaf senescence by integrating developmental and environmental cues^45^. It is widely acknowledged that ABA, jasmonic acid (JA), salicylic acid (SA), and ethylene are positive regulators of leaf senescence, whereas cytokinins, gibberellins, and auxins are negative regulators. The signaling pathways of these plant hormones communicate with each other and cooperatively or antagonistically regulate senescence. To elucidate the role of each plant hormone in senescence, much effort has been made to analyze mutants defective in the signaling pathway of each hormone. Buchanan-Wollaston *et al*.^46^ have identified a set of senescence-related genes downregulated in the SA signaling–defective mutant *NahG*; many of them are upregulated during age-dependent senescence but are unaffected by dark treatment. We examined the microarray data of *ANAC046* mutants to see whether the expression of SA-dependent and developmentally regulated genes is affected by ANAC046). However, expression of these genes were only slightly affected in the OX and KO plants (Fig. S9). In contrast, nearly all senescence-related genes downregulated in both the JA signaling–defective mutant *coi1* and ethylene signaling–defective mutant *ein2*^46^ were upregulated in the OX plants and downregulated in the KO and SRDX plants (Fig. S10). Most genes dependent on the JA pathway, ethylene pathway, or both are also upregulated during dark-induced senescence^46^. These results suggest that ANAC046 plays a role in controlling developmental and dark-induced senescence downstream of JA and ethylene signaling pathways.

Recently, several TFs involved in hormonal signaling pathway have been identified as positive regulators of Chl catabolic gene expression. ABA INSENSITIVE5 (ABI5) and ENHANCED EM LEVEL (EEL) directly bind to the promoters of *SGR1*, *SGR2*, and *NYC1* in chromatin immunoprecipitation assays^47^. In Arabidopsis embryos, SGRs play a key role in degreening, which is regulated by ABA through ABI3. Direct binding of ABI3 to the promoters of *SGR1* and *SGR2* was demonstrated by gel-shift assay^48^. MYC2/3/4, a major JA signaling component, directly promote the expression of *SGR1*, *NYC1*, and *PaO*^49^. However, these TFs involved in ABA- and JA-signaling did not bind to the promoters of either *SGR1* or *NYC1* in our Y1H screening. We found that several TFs (in addition to ANAC046, ANAC087, and ANAC100) bind to the promoters of *SGR1*, *SGR2*, *NYC1*, and *PaO*, although the precise functions of these TFs remain to be elucidated. It is possible that the Chl catabolic pathway is finely tuned by multiple TFs involved in various aspects of plant growth and development.

## Conclusion

Our comprehensive Y1H screening for TFs that directly target Chl catabolic genes identified a previously uncharacterized TF, ANAC046. 

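The 12 Chl catabolic genes were also tested as a set against all other genes with limma's camera, at a preset correlation of 0.01 between genes, and 6 set tests were adjusted together by the Benjamini-Hochberg method. Their mean log2 change was 1.17 in OX (adjusted p = 0.00109), −0.30 in KO (adjusted p = 0.0705) and −0.25 in SRDX (adjusted p = 0.0803). In KO and SRDX, 9 of the 12 genes were lower and 3 were higher. All 3 calls held under fry, with adjusted p-values of 0.138, 3.76e-04 and 6.99e-04, and none held with a correlation estimated from the arrays (0.286, 0.153 and 0.153). The decreases in KO and SRDX were not past the limit under 75th percentile scaling. Both were also lost in the fit of all 15 arrays (adjusted p = 0.585 in KO and 0.679 in SRDX). With the slide as a block, the decrease in SRDX was lost (adjusted p = 0.175). The mean in OX was 1.69 without line 1.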

We showed that ANAC046 stimulates the expression not only of Chl catabolic genes but also of senescence-related genes. We also identified several TFs that directly bind the promoters of Chl catabolic genes. We assume that Chl degradation and leaf senescence are controlled by multiple TFs, which may function redundantly. Further study is needed to unravel the integration of these TFs into the molecular network that controls Chl degradation and leaf senescence.

## Methods

### Plant materials and growth conditions

*Arabidopsis thaliana* ecotype Columbia-0 was used throughout this study. The Arabidopsis transposon-tagged line SM_3_27647 from Nottingham Arabidopsis Stock Centre (NASC) was used as the *anac046* knockout mutant. Seedlings were grown on MS-agar plates in a climate chamber under fluorescent light (120 μmol m^−2^ s^−1^; 16-h light/8-h dark) at 20 °C, transferred into soil at 15 DAS, and grown in controlled-growth cabinets under the same conditions except for the temperature, which was 22/16 °C day/night). For dark treatment, at 35 DAS plants were placed in a growth cabinet at 22 °C without light.

### Plasmid construction and transformation into plants

For the Y1H experiment, the promoter region of each gene was cloned into the pDONR_P4P1R vector by Gateway BP reaction to produce entry clone (Life Technologies). Primers used for amplification of the promoter regions are listed in Table S2. The promoters were subcloned into the R4L1pDEST_HISi vectors by Gateway LR reaction (Life Technologies). Only *MES16* promoter was cloned into R4L1pDEST_HISi2 in which extra start codons between TATA-box and start codon of HIS3 are mutated. Yeast strains harboring bait constructs in their genomes were prepared from strain YM4271 by sequential insertion of promoter:*HIS3* into genomic *HIS3* loci.

To produce reporter constructs for transient effector–reporter analysis, promoter regions in the above-described entry clones were transferred into the R4L1pDEST_LUC_HSP vector^50^ by Gateway LR reaction. To produce the effector constructs, coding region of each *ANAC046* and *VAMP722* (which localizes to vacuolar membrane; negative control) was cloned in to the pDONR207 vector by Gateway BP reaction and then subcloned into the pDEST35SVP16HSPG vector, which is modified from p35SSRDXHSPG^51^, by Gateway LR reaction.

To construct *35S:ANAC046-SRDX*, the protein-coding region of *ANAC046* without the stop codon was amplified by PCR and cloned into the *Sma*I site of p35SSRDXG^52^. To construct *35S:ANAC046*, the coding region with the stop codon was amplified and cloned into the *Sma*I–*Sal*I site of p35SHSPG^51^. The transgene cassette was transferred into the T-DNA destination vector pBCKH by Gateway LR reaction. The *35S:ANAC046-SRDX* and *35S:ANAC046* constructs were transformed into Arabidopsis plants by the floral dip method^53^.

### Y1H screening

Yeast strains harboring bait constructs in their genomes were tested for the background *HIS3* gene expression by spotting liquid-grown cultures onto media with various concentrations of 3-amino-1,2,4-triazole (3-AT). After determination of the range of appropriate 3-AT concentration to suppress prey-independent growth, liquid-grown yeast strains were transformed individually with 343 mini-pools (which cover 1304 TFs) in four 96-well plates as described previously^27^. The transformed yeasts were spotted onto four sets of four square plates (three different 3-AT concentrations plus positive control) and cultured for several days. After identification of a positive mini-pool in the first screening, the positive TF in this mini-pool was identified in the second screening.

### Transient effector–reporter analysis in plants

Leaf mesophyll cells were isolated from peeled rosette leaves of 3- to 4-week-old Arabidopsis plants using the Tape Arabidopsis Sandwich method^54^. Protoplasts were prepared and transfected using the polyethylene glycol method described previously^55^. Reporter constructs containing the firefly luciferase gene under the control of the promoters of chlorophyll catabolic genes were co-transfected with the effector construct containing *ANAC046* or *VAMP722* fused with the VP16 transcriptional activation domain driven by the CaMV 35S promoter. The modified Renilla luciferase gene driven by the CaMV 35S promoter (phRLHSP) was also co-transfected as an internal control. The transfected protoplasts were incubated at 22 °C for 16–18 h in the dark. The dual-luciferase assay was carried out using the Pikka Gene Dual Assay Kit (Toyo Ink, Inc.). Reporter activity was normalized to the activity of Renilla luciferase and expressed as relative luciferase activity.

### Chlorophyll extraction and HPLC analysis

Tissues were ground into powder in liquid nitrogen and extracted with acetone. The samples (80 μl) were mixed with 20 μl of water. Pigments were analyzed by high-performance liquid chromatography (HPLC; X-LC, Jasco) using a reversed-phase column (Symmetry C8, 150 × 4.6 mm; Waters) according to Zapata *et al*.^56^.

### Western blotting

Proteins were extracted from rosette leaves according to Sakuraba *et al*.^57^. Protein extracts equivalent to 1.0 mg of leaf tissue per lane were subjected to electrophoresis on a 10% polyacrylamide gel (PAGEL; ATTO) and blotted onto a nitrocellulose membrane (GE Healthcare). Primary antibodies against PsaA, PsbA, Lhca1, Lhcb1, and RbcL were purchased from Agrisera. Anti-rabbit IgG linked to horseradish peroxidase (GE Healthcare) was used as a secondary antibody. Horseradish peroxidase activity was detected using Immobilon Western Chemiluminescent HRP Substrate (Millipore) according to the manufacturer’s protocol.

### Transmission electron microscopy (TEM)

Leaves were cut into small pieces and rapidly immersed in 0.05 M cacodylate buffer (pH 7.4) containing 2% paraformaldehyde and 2% glutaraldehyde at 4 °C overnight. After fixation, samples were rinsed 3 times with 0.05 M cacodylate buffer, followed by post-fixation with 2% osmium tetroxide in 0.05 M cacodylate buffer at 4 °C for 4 h. Samples were dehydrated in a graded ethanol series, infiltrated with propylene oxide, and finally embedded in Quetol-651 (Nisshin EM Co.). Ultrathin sections were cut with a diamond knife using an ultramicrotome (Ultracut UCT; Leica Microsystems), picked up on copper grids, and stained with uranyl acetate and lead citrate. Sections were observed under a transmission electron microscope (JEM-1200EX; JEOL Ltd) at an acceleration voltage of 80 kV. Digital images were taken with a CCD camera (Veleta; Olympus Soft Imaging Solutions GmbH).

### Ion leakage measurements

Rosette leaves were placed in a tube, immersed in 10 ml of 0.4 M mannitol solution, and shaken at room temperature for 3 h. Initial conductivity of the solution was measured using an electroconductivity meter (TOA DKK). Subsequently, the samples were boiled for 10 min, cooled down to room temperature, and measured for total conductivity. Conductivity was expressed as the percentage of the initial conductivity versus the total conductivity.

### CO_2_ assimilation rate of leaves

CO_2_ assimilation rates were determined at 20 °C using a modified portable-gas-exchange system (LI6400; Li-Cor). Whole plants were exposed to an LED light source (100 μmol photons m^−2^ s^−1^) in the chamber.

### Microarray analysis

Microarray experiments were performed using Agilent Arabidopsis (V4; 4 × 44k) microarrays according to the manufacturer’s instructions. Total RNA was extracted from leaves of WT and OX plants at 50 DAS and from leaves of WT, KO, and SRDX plants at 5 DAD using TRIzol reagent (Life Technologies) and an RNeasy Mini Kit (Qiagen). RNA integrity was evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies). Total RNA (200 ng) was used as starting material. Three biological replicates were tested by the one-color method. RNA from three independent lines of the OX and SRDX plants was used for analysis. Spot signal values were calculated by the Feature Extraction software (version 9.1; Agilent). We defined the QC value as 1 when a spot passed the “FeatNonUnifOL” filter and as 2 when the spot further passed the “FeatPopnOL” filter. We defined the detection value as 1 when a spot passed the “IsPosAndSignif” filter and as 2 when the spot further passed the “IsWellAboveBG” filter. All signal values were divided by the median value among spots with QC = 2 followed by quantile normalization^58^ using all previously obtained microarray data in our group to make each signal distribution the same. Spot-to-gene conversion was accomplished based on a table provided by The Arabidopsis Information Resource (ftp://ftp.Arabidopsis.org/home/tair/Microarrays/Agilent/agilent_array_elements-2010-12-20.txt).

The upregulated genes in OX, KO, and SRDX plants were defined as top 200 upregulated genes with the false discovery rate <0.15; the latter was calculated using the QVALUE software with default settings^59^.

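By this definition with Benjamini-Hochberg adjusted p-values from limma, 19 genes were listed for OX and 200 each for KO and SRDX. The smallest log2 change in these lists was 1.11 for OX, 1.93 for KO and 1.60 for SRDX. The KO and SRDX lists had 77 genes in common, and the OX list had none in common with either. With Storey's q-values, the OX list also reached 200 genes, with a smallest log2 change of 3.34, and it had 2 genes in common with the KO list and 1 with the SRDX list.
Among genes past the limit with a locus and all 3 arrays beyond all WT arrays, the largest increases in OX were those of *MAP18*, *ACS7*, *LAS1*, AT1G18980 and AT2G41800. The first 4 were not well above background in WT, and were at least 15.7-, 14.9-, 10.9- and 8.56-fold higher in OX. *MAP18* had the smallest adjusted p-value of these (0.0314, limma with Benjamini-Hochberg adjustment). The single decrease past the limit was that of AT1G52565 (−1.17). In KO, AT5G57760 (3.71), AT1G10380 (3.42, well above background on 2 of 3 WT arrays), AT1G29660 (3.40), *EXPA16* (3.32, on 1 of 3) and *LPAT5* led the increases. *LPAT5* was not well above background in WT and was at least 4.93-fold higher. Other probes changed less, by 2.42 for AT5G57760, 2.08 for AT1G10380 and 2.12 for *EXPA16*. Those of *LPAT5* were well above background on 3 and 0 of the 15 arrays, too dim to check its increase. After *ANAC046*, the largest decreases in KO were those of *AGP14* (−4.03, well above background on 1 of 3 KO arrays), AT3G02480 (−3.88), *MT1C* (−3.87) and *MAPKKK17* (−3.86).
In SRDX, the probe of *SUP* rose most, followed by AT4G12510 (3.63), *EXPA16* (3.57), *PRE1* and *GASA6* (3.15). AT4G12510 and *EXPA16* were well above background on 1 of 3 WT arrays. The other probe of *EXPA16* changed by 1.92. That of AT4G12510 was well above background on 1 of the 15 arrays, too dim to check its increase. *SUP* and *PRE1* were not well above background in WT and were at least 1169-fold and at least 6.98-fold higher. The call of *PRE1* was lost with the slide as a block (adjusted p = 0.178). Another probe of *SUP* changed by −0.11 in SRDX. The largest decreases in SRDX were those of *CEP1* (−4.68, well above background on 1 of 3 SRDX arrays), AT1G30972 (−4.48, on 2 of 3), AT4G18425 (−4.28), AT1G30974 (−4.11, on 1 of 3) and AT5G45320, which was not well above background in SRDX and at least 10.9-fold lower.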

### Quantitative real-time PCR analysis

The transcript levels of *ANAC046* was analyzed by quantitative real-time PCR (RT-qPCR) with the SYBR Premix Ex Taq II polymerase (TaKaRa) and Thermal Cycler Dice Real Time System TP800 (TaKaRa), according to the manufacturers’ instructions. The expression level of *actin* was used to normalize the transcript levels of each sample. Primers used for RT-qPCR analysis were shown in Table S4.

## Additional Information

**Accession codes:** Sequence data from this article can be found in The Arabidopsis Information Resource under the following accession numbers: *CLH1* (AT1G19670), *CLH2* (AT5G43860), *CYP89A9* (AT3G03470), *HCAR* (AT1G04620), *NOL* (AT5G04900), *NYC1* (AT4G13250), *PAO* (AT3G44880), *PPH* (AT5G13800), *RCCR* (AT4G37000), *SGR1/NYE1* (AT4G22920), *SGR2* (AT4G11910), *ANAC046* (AT3G04060), *ANAC087* (AT5G18270), *ORE1* (AT5G39610), *ORS1* (AT3G29035), *ANAC079* (AT5G07680), and *ANAC100* (AT5G61430). Microarray data were deposited in the National Center for Biotechnology Information Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE71767.

**How to cite this article**: Oda-Yamamizo, C. *et al*. The NAC transcription factor ANAC046 is a positive regulator of chlorophyll degradation and senescence in Arabidopsis leaves. *Sci. Rep*. **6**, 23609; doi: 10.1038/srep23609 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
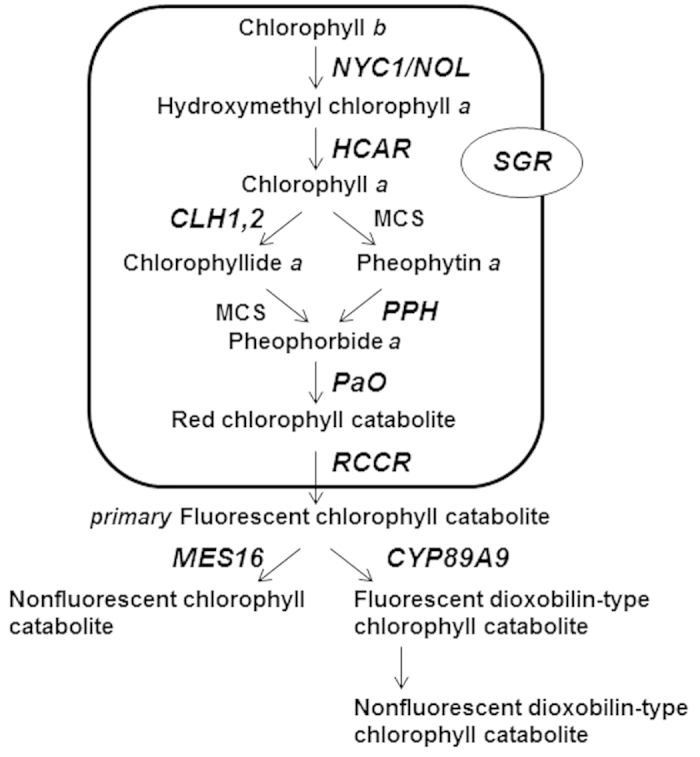
Schematic representation of the chlorophyll catabolic pathway in Arabidopsis. Genes (italicized) and encoded enzymes/proteins are as follows: *NYC1/NOL*, chlorophyll *b* reductase; *HCAR*, hydroxymethyl chlorophyll *a* reductase; *PPH*, pheophytinase; *PaO*, pheophorbide *a* oxygenase; *RCCR*, red chlorophyll catabolite reductase; *MES16*, methylesterase 16; *CYP89A9*, cytochrome P450 enzyme; *SGR*, STAY-GREEN. MCS, metal-chelating substance.

**Figure 2:**
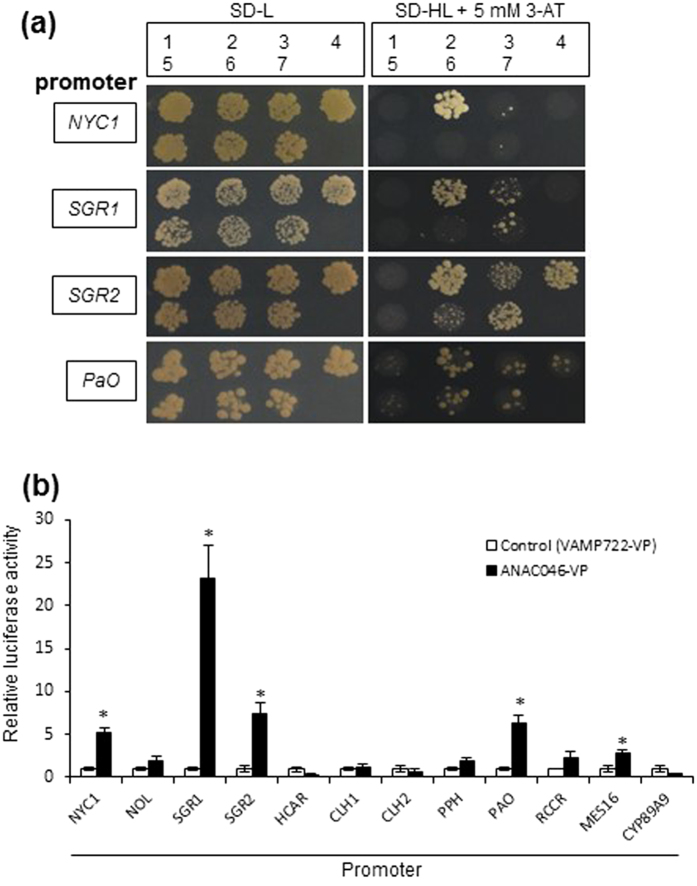
ANAC046 activates the promoters of chlorophyll catabolic genes. **(a)** Activation of NAC transcription factors against promoters of chlorophyll catabolic genes was tested in Y1H experiment. The following promoters were tested: *NYC1*, *SGR1*, *SGR2*, and *PaO*. The transcription factors tested were as follows: 1, none (empty vector pGAD424); 2, ANAC046; 3, ANAC087; 4, ORE1; 5, ORS1; 6, ANAC079; and 7, ANAC100. Growth of yeast transformants carrying the *HIS3* reporter gene under the control of each promoter region was examined in the medium (SD) lacking histidine (H) and leucine (L) but containing 3-AT. **(b)** Transactivation of the Chl catabolic gene promoter–firefly luciferase fusion genes by the ANAC046 protein in Arabidopsis leaf protoplasts. The *LUC* reporter gene under the control of the Chl catabolic gene promoters was co-transfected with an effector plasmid expressing ANAC046-VP16 or VAMP722-VP16 (negative control). To normalize transfection efficiency, the CaMV 35S promoter–Renilla luciferase plasmid was cotransfected in each experiment and firefly luciferase activity was normalized to that of Renilla luciferase. Gene designations are as in Fig. 1. Bars indicate standard error (4 biological replicates). Asterisks indicate significant differences (*P* < 0.01) between VAMP722-VP and ANAC046-VP according to Student’s *t*-test.

**Figure 3:**
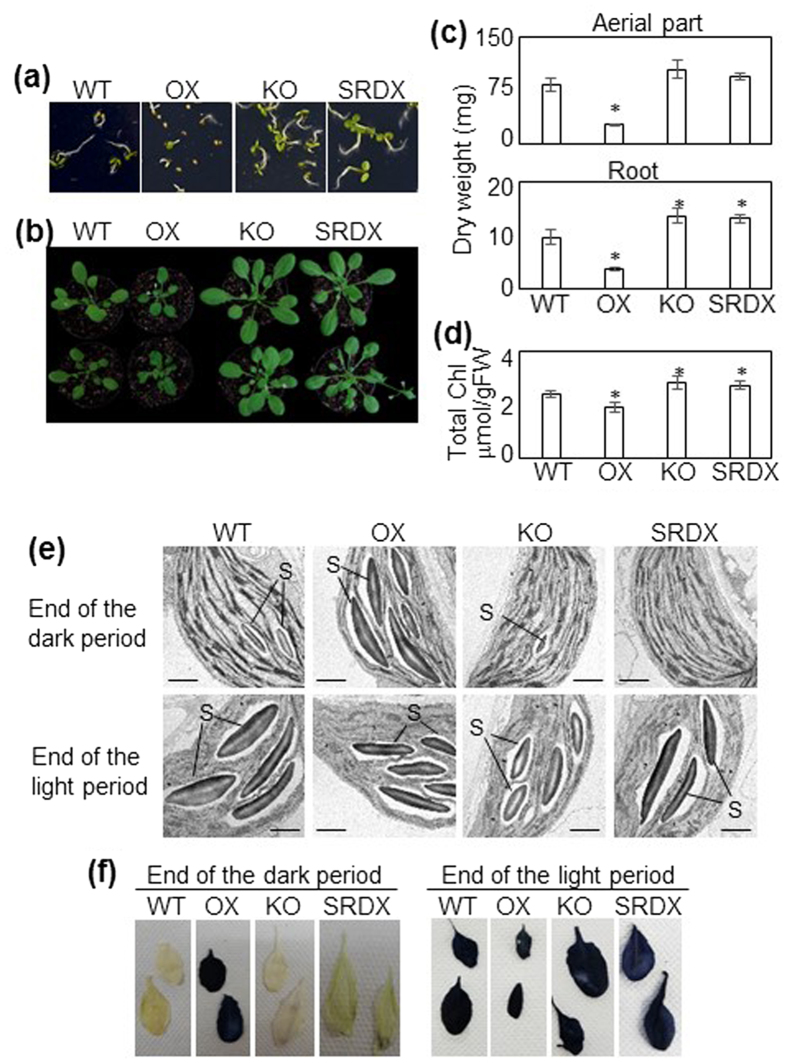
Phenotypes of *ANAC046* transgenic plants. **(a)** Seedlings grown on MS-agar 4 days after sowing (DAS). **(b)** Plants grown in soil at 40 DAS. **(c)** Dry weight of aerial parts and roots of 40-DAS plants. Bars indicate standard error (10 biological replicates). **(d)** Chlorophyll content in the 8–9th leaves of 40-DAS plants. Bars indicate standard error (4 biological replicates). The presence of starch in rosette leaves of 40-DAS plants detected by **(e)** transmission electron microscopic imaging of chloroplasts and **(f)** iodine staining. S, starch granules. Scale bars = 1 μm. Asterisks indicate significant differences between WT and OX, KO, or SRDX according to Student’s *t*-test (*P < 0.05).

**Figure 4:**
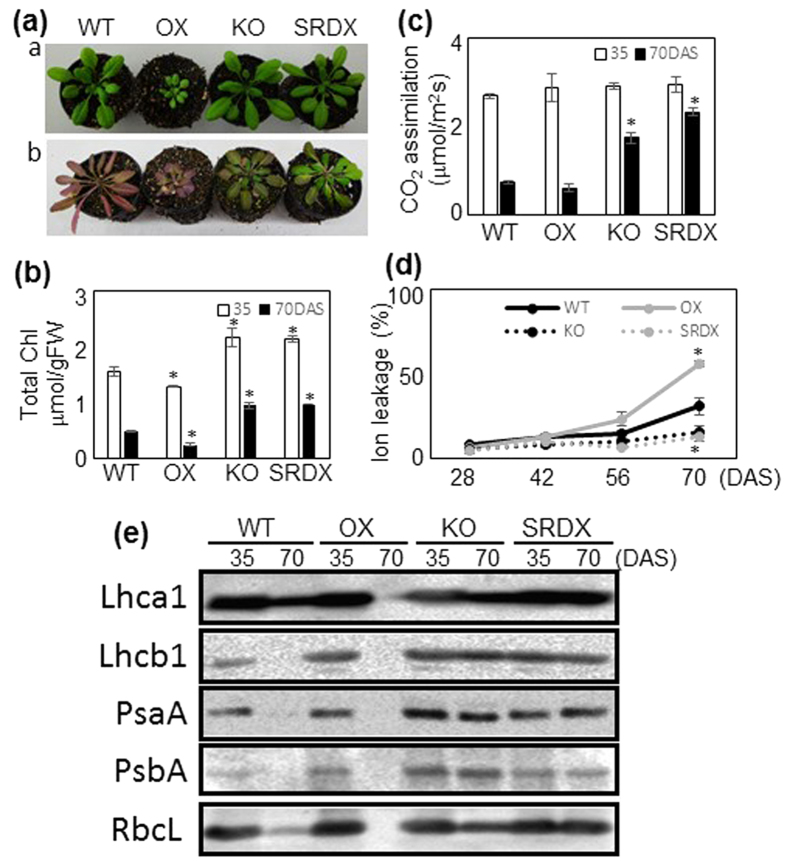
Age-dependent senescence in WT and *ANAC046* transgenic plants. **(a)** Plants at 35 DAS (a) and 70 DAS (b). **(b)** Chlorophyll content and **(c)** CO_2_ assimilation rate of 35- and 70-DAS plants. Bars indicate standard error (4 biological replicates). Asterisks indicate significant differences between WT and OX, KO, or SRDX plants at each sampling time according to Student’s *t*-test (*P < 0.05). **(d)** Ion leakage rate of 28-, 42-, 56-, and 70-DAS plants. **(e)** Western blotting of photosynthetic proteins. Protein extract equivalent to 1.0 mg of leaf tissue per lane was subjected to SDS-PAGE.

**Figure 5:**
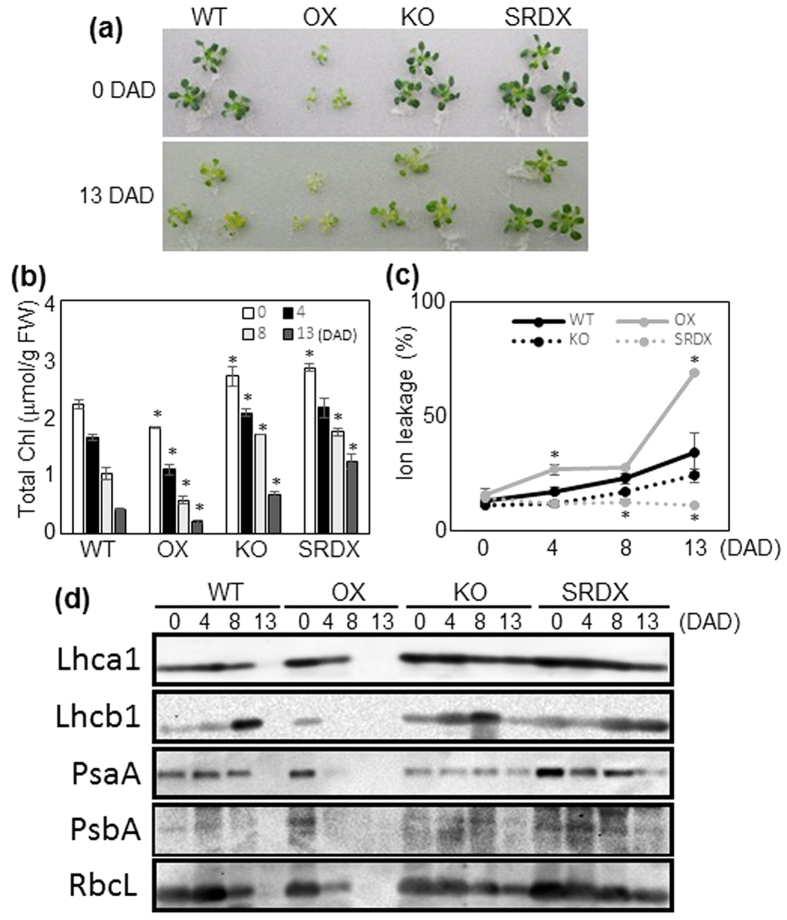
Dark-induced senescence in WT and *ANAC046* transgenic plants. **(a)** Plants at 0 DAD (35 DAS) and 13 DAD. **(b)** Chl content and **(c)** ion leakage rate of 0-, 4-, 8-, and 13-DAD plants. Bars indicate the standard error (4 biological replicates). Asterisks indicate significant differences between WT and OX, KO, or SRDX plants at each sampling time according to Student’s *t*-test (*P < 0.05). **(d)** Western blotting of photosynthetic proteins. Protein extract equivalent to 1.0 mg of leaf tissue was subjected to SDS-PAGE.

**Figure 6:**
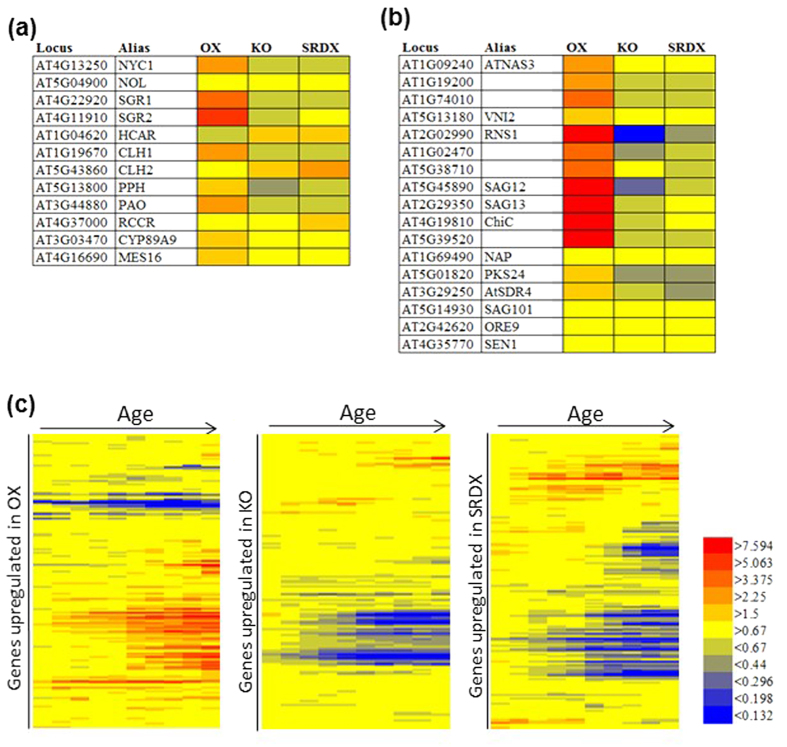
Microarray analysis of *ANAC046* transgenic plants. Heat maps of fold changes in the expression of **(a)** Chl catabolic genes, **(b)** other senescence-related genes, and **(c)** age-dependent changes in the expression levels of genes upregulated in the OX, KO, and SRDX plants. Gene expression data along plant age (**c**) were obtained from a public database^30^. Fold change of expression in afternoon of 21, 23, 25, 27, 29, 31, 33, 35, 37, and 39 days after sowing (DAS) over one in afternoon of 19DAS is shown by color from left to right.

How the deposited data were processed for this re-analysis (not part of the article)

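Signals of 15 one-color arrays were analysed, 3 each for WT and OX at 50 DAS and for WT, KO and SRDX at 5 DAD. The samples were assigned to these groups by genotype and by age or time in the dark, which the labels and the Methods give alike. The labels name seedlings for the dark-treated samples and the Methods name leaves, and this was left open.

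For each array the authors deposited spot intensities from Agilent's Feature Extraction software, with local background subtracted and spatial trends removed, not yet scaled between arrays. The file headers name version 11.5.1.1 of that software, another version than the Methods. The deposited files also hold, per spot, flags for outliers, saturation and signal well above background. In addition, the authors deposited a table of natural log values, made before deposition by dividing signals by the array median, followed by quantile normalization with earlier arrays of the group. Its log base is not stated. Within groups, differences between 13 of 15 pairs of arrays matched the scanner intensities as a natural log to within 0.0001, so this table was read as natural log and turned into log2. All of its columns were used, as an alternative only.

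From the intensities, the steps of the Methods were followed as far as the files allow. Spots with an outlier flag were left out, 1 to 13 per array, and saturated spots were kept. Signals were divided by the median of the spots that passed both outlier filters. Repeated spots of a probe were averaged, the 15 arrays were quantile normalized together and log2 was taken. The earlier arrays that the paper included in this step were not used here. Probe names were matched by accession to a table of the assembly TAIR10.1, which gave a locus for 34348 of 43603 probes. The other 9255 probes kept the name in the files. Since the arrays were designed on an older annotation, the table served for names and for the order of neighbouring genes, and no coordinates were taken from it. Of several probes for a gene, the brightest over all arrays was used, which applied to 6946 loci.

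A gene was tested where its probe was well above background on every array of at least 1 group of the comparison. The 6 arrays at 50 DAS and the 9 arrays at 5 DAD were fitted separately with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with WT as the reference and a further contrast of SRDX with KO. A gene was called past the limit at a Benjamini-Hochberg adjusted p-value under 0.15, the false discovery rate of the Methods. Gene sets were tested with camera at a preset correlation of 0.01, for 12 Chl catabolic genes and for 21 antenna genes of the light-harvesting complexes. The genes named in the text were chosen by a rule set before the data were examined. It took all genes the paper names, and for each genotype up to 5 genes with the largest increase and 5 with the largest decrease, among genes with a locus, past the limit, and with all 3 arrays beyond all 3 WT arrays. Where a probe was not well above background on any array of a group, only a bound is given. Overlaps were tested with Fisher's exact test over genes tested in both comparisons. With 3 arrays against 3, a permutation test of a single gene cannot give an exact p-value under 0.1, so no such test was used.

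The fit was tested on simulated data with the spread of the real arrays and 200 changed genes. At a log2 change of 2, 152 of the 200 genes were found in the design of OX against WT, with 42 false calls among 194, and 166 in the design of KO against WT, with 36 false calls among 202. At a log2 change of 1, 63 and 57 were found. No gene was called where none had been changed.

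The alternatives were scaling to the 75th percentile, quantile normalization within each experiment, normexp background correction with an offset of 50, the authors' normalized table, no filter on dim probes, a filter for probes well above background on every array, keeping spots with outlier flags, the mean of all probes of a gene, 1 fit of all 15 arrays, a limit of 0.05, Storey's q-values, the replicate number or the slide as a block, fry and an estimated correlation for gene sets, Spearman's rho, separate WT arrays for KO and SRDX, and leaving out each array in turn. The files hold no mean spot signal, so normexp was run on median signals, which was chosen only after the files were opened. The correlation expected from shared WT arrays was taken from 100 simulations of unchanged groups. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

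The arrays lay on 5 slides and were scanned on 2 days, with all arrays at 50 DAS on the first day and all arrays at 5 DAD on the second. The public age series of Fig. 6c and the supplementary tables were not analysed here. *ANAC048* was not analysed because no probe could be matched to it.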

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

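The tests on the *SUP* probes, on the antenna genes without SRDX line 3 and on the spike-in probes were chosen only after the result was seen. The splits of the arrays were planned.

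A direct comparison of SRDX with KO at 5 DAD, each against the same WT arrays, differed for 59 genes (33 higher and 26 lower in SRDX, limma with Benjamini-Hochberg adjustment). The effects of both genotypes had opposite signs for 39 of them. The leading genes were *ANAC046*, which the transgene and the insertion target, and *SUP*. With all arrays kept, the count was between 4 and 262 under the alternatives tested. In the setting with the slide as a block, the slide was a fixed effect for this comparison. SRDX line 3 alone then stands against KO, so no count is given for that setting. When only the 6 arrays of KO and SRDX were fitted, the real split gave 3 genes, and 3 of the 10 splits of these arrays gave as many, so chance cannot be excluded for this count. The split of KO replicate 1 with SRDX lines 1 and 3 against the other arrays gave 4244 genes, and it follows neither the slides nor the genotypes. The ratio of spike-in probes to the array median parted 1 of the 10 divisions fully, and it was this one. Any 6 differing values part exactly 1 division, so a match arises by chance in 1 of 10 cases. A difference in the yield of labelled RNA may lie behind that division, and a difference between the plants cannot be told apart from it. A biological difference between a repressor and a loss of the gene stays open as well, untested beyond the comparison itself.

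A probe of *SUP*, a gene the paper does not discuss, was at least 1169-fold higher in SRDX than in WT. It was well above background on all 3 SRDX arrays and on no WT or KO array at 5 DAD. The transgene of the SRDX plants carries the SRDX repression domain, and a candidate explanation is that the probe detects this sequence in the transgene. Another probe of *SUP*, well above background on 2 of 3 WT and 2 of 3 SRDX arrays and on no KO array, changed by −0.11 in SRDX, which is consistent with the transgene as the source and argues against a rise of the whole *SUP* transcript. The probe sequences were not compared with the vector. A shorter *SUP* transcript stays open.

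The 21 antenna genes of the light-harvesting complexes, which the paper did not test as transcripts, had a mean log2 change of 0.80 in KO and 0.70 in SRDX, above the level in WT. In each genotype 19 of the 21 were higher, and 17 in KO and 15 in SRDX were past the limit. Camera gave adjusted p-values of 2.55e-08 and 1.30e-08. Both calls held under fry (7.14e-04 and 0.00114), and neither held with an estimated correlation (0.153 in both). The direction was the same under every scaling tested, with 0.84 in KO and 0.73 in SRDX under 75th percentile scaling. The slide of the KO arrays was tested as a cause by leaving out SRDX line 3, the only SRDX array on it. The mean in SRDX was then 0.62, which argues against that slide as the whole cause. All WT arrays at 5 DAD lay on a slide of their own, and a deviation of that slide cannot be told apart from a change in both genotypes. The increase is consistent with the longer retention of photosynthetic proteins that the paper reports for KO and SRDX plants in the dark, as a hypothesis found on these data. In OX at 50 DAS, the mean was −0.19 (adjusted p = 0.143), and this call did not hold under fry (0.211).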

How the results depend on the processing

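None of these tests was chosen only after the result was seen. Normexp on median signals replaced the planned normexp on mean signals, which the files do not hold, after the files were opened. The cause was not tested for any change given here unless stated. Correlations, set means and *ANAC046* changes kept their direction under every setting, whereas the share of higher genes among the calls in KO moved from 56.1% to 40.8% under 75th percentile scaling. Signals near background limit all comparisons of dim genes, since the median signal was 5.17 to 11.4 times the local background and 9.57 to 13.1% of the spots in OX were negative after background subtraction.

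The counts in OX moved most. Scaling to the 75th percentile gave 49 higher and 7 lower genes, and normexp 7 and 0. Quantile normalization within the experiment gave 20 higher and 2 lower genes, and the authors' normalized table 16 and 2. Without a filter on dim probes, 28 were higher and 34 lower. Of 18815 genes well above background on every array, 0 were higher and 0 lower by limma, against 4700 at an unadjusted p-value under 0.05 in the full set and 5049 higher and 7026 lower genes with Storey's q-values. A limit of 0.05 left 1 higher and 0 lower genes. A fit of all 15 arrays, which takes the spread from all groups, gave 2262 higher and 2993 lower genes. In that fit the log2 change of *ANAC046* in OX, 6.27, had an adjusted p-value of 0.0146, and with Storey's method 6.27 had a q-value of 0.0707. The change of *ANAC046* in SRDX, 1.10, had an adjusted p-value of 0.632 in the fit of all arrays. Its SD was 3.65 in OX and 0.08 in SRDX, and that fit uses 1 spread per gene for all groups. The spread of the OX lines therefore weighs on the value in SRDX. The lower p-value in OX likewise draws on the smaller spread at 5 DAD.

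For KO, 75th percentile scaling gave 5427 lower genes and the filter for genes well above background on every array 2220. A limit of 0.05 left 1900 higher and 1185 lower genes in KO and 1019 and 570 in SRDX, by its construction. Storey's q-values gave 7234 and 6210 in KO and 4706 and 4271 in SRDX. With the slide as a random block, 2806 and 1943 genes remained in KO and 1430 lower genes in SRDX. A slide block was not possible for OX. Genes different between SRDX and KO numbered 177 under 75th percentile scaling, 91 with quantile normalization within the experiment, 35 under normexp, 108 without a filter, 4 when well above background on every array, 12 at a limit of 0.05 and 262 with Storey's q-values.

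The correlation of KO with SRDX changes was 0.655 with separate WT arrays. That of OX with KO was −0.303 under 75th percentile scaling, −0.392 under normexp, −0.388 with the authors' table, −0.204 without a filter and −0.339 as Spearman's rho. That of OX with SRDX was −0.414, −0.460 and −0.310 under 75th percentile scaling, the authors' table and no filter, and −0.457 for genes well above background on every array. The overlap of genes higher in OX with genes lower in KO was 2 under normexp (Fisher's exact test, p = 0.127) and 0 where no OX gene was called. With genes lower in SRDX it was 2 under normexp (p = 0.141 in the same exact test), 3 with the authors' table (0.155), 4 without a filter (0.0530) and 0 where no OX gene was called.

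For gene sets, an estimated correlation weakened all 6 camera results. The means are the same in that test, 1.17, −0.30 and −0.25 for Chl catabolic genes in OX, KO and SRDX, and −0.19, 0.80 and 0.70 for antenna genes, with adjusted p-values from 0.153 to 0.620. At a limit of 0.05, the Chl catabolic genes in KO and SRDX and the antenna genes in OX were no longer past it, and neither were the antenna genes in OX under fry (0.211). Chl catabolic genes had a mean of −0.17 in KO (adjusted p = 0.389) and −0.14 in SRDX (0.217) under 75th percentile scaling. In the fit of all arrays the adjusted p-values were 0.585 and 0.679, and with the slide as a block the mean in SRDX was −0.25 (0.175).

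The replicate numbers were used as a replicate block once. Deviations of arrays with the same number correlated with r from −0.263 to 0.606 with most of them below 0, so the numbers do not pair the samples. With the block, 0 genes were higher and 0 lower in OX, 11 differed between SRDX and KO, and both overlaps were 0.

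With each array left out in turn, the counts in OX were 0 to 4912 higher and 0 to 6666 lower genes, and the lists overlapped in 0 to 1007 genes with KO and 0 to 1037 with SRDX. The upper ends come from leaving out OX line 1. *ANAC046* in OX was 5.21 to 8.38, in KO −9.90 to −9.78 and in SRDX 1.04 to 1.16. Counts were 1844 to 5999 higher and 1223 to 4737 lower genes in KO and 651 to 5000 and 332 to 4601 in SRDX, with the lower ends without WT replicate 2 and the upper ends without SRDX line 2. Genes different between SRDX and KO numbered 13 without KO replicate 3 and 3164 without SRDX line 3. The correlation of KO with SRDX was 0.550 without SRDX line 3 and up to 0.786, that of OX with KO −0.384 to −0.292, and that of OX with SRDX −0.453 to −0.382. Means of Chl catabolic genes were 0.89 to 1.69 in OX, −0.32 to −0.28 in KO and −0.28 to −0.21 in SRDX. Those of antenna genes were −0.30 to −0.0773 in OX, 0.75 to 0.85 in KO and 0.62 to 0.83 in SRDX. The call of antenna genes in OX was lost without WT replicate 1 or 2 or OX line 3.

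For the genes named in the text, 3051 values were compared with the main setting. The side of the limit was the same for 2635, 277 were no longer past the limit and 139 moved past it. The sign changed for 16, none of them past the limit in either setting, among them *DPE1* in OX with the mean of all probes (0.07) and *SEN1* in OX without OX line 3 (0.52). Leaving out OX line 1 moved 32 of 45 changes of named genes in OX past the limit, and 13 stayed the same.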

Differences from the paper's values

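None of the tests named here was chosen only after the result was seen, apart from the comparison of OX line 1 alone.

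The paper's value for the rise of *ANAC046* in the transgenic plants is more than 17-fold over WT. In SRDX at 5 DAD these arrays gave 2.14-fold. Of the alternatives set before the data were examined, none brought the value in SRDX near the paper's, with 2.05- to 2.25-fold over 21 settings. In OX the rise was 77.3-fold, 34.9- to 333-fold over 18 settings, and 4.17-fold in line 1 alone. The Methods describe quantitative PCR of *ANAC046*, and the sentence does not name the assay behind its value or the stage of its WT plants.

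The paper states that *NYC1*, *CLH1*, *PPH*, *PaO*, *SGR1* and *SGR2* were markedly higher in OX, and that *SAG13* and several NAC genes were higher. All had a higher mean here, and none was past the limit (adjusted p from 0.181 for *ANAC055* to 0.230 for *PPH*, limma with Benjamini-Hochberg adjustment). They were past it in the fit of all 15 arrays, which in turn lost most of the decreases of these genes in KO and SRDX, with Storey's q-values, without OX line 1, and when adjusted over the list alone. *SAG12*, also given as higher in OX, was untested here because it was well above background in 2 of the 3 lines only.

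The paper states lower expression of *CLH1* in KO and SRDX, where the change here was −0.83 with adjusted p-values of 0.369 and 0.433. The fit with the replicate number as a block called it in both. The paper also gives *SAG12* and *SAG13* as lower in SRDX. The adjusted p-values here were 0.327 and 0.170. No setting called *SAG12* in SRDX, and *SAG13* was called with the authors' normalized table, for genes well above background on every array, with Storey's q-values, without SRDX line 1 and when adjusted over the list alone.

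The paper states that *NAP* and *ORE1* were not affected in these plants. Here *NAP* was past the limit as lower in SRDX (−0.53, adjusted p = 0.0982), and *ORE1* as lower in KO (−0.55, adjusted p = 0.0753) and SRDX (−0.68, adjusted p = 0.0594). In OX, *NAP* was past the limit as higher and *ORE1* as lower with Storey's q-values and without OX line 1. *ORE1* was so also in the fit of all 15 arrays and when adjusted over the list alone. The unadjusted limma p-value of *NAP* in OX was not under 0.05. *NAP* was also past the limit in KO with Storey's q-values and when adjusted over the list alone. *JUB1*, likewise given as not affected, was past it in SRDX without SRDX line 1. The calls in KO and SRDX made in the main setting were not past the limit under 75th percentile scaling or at a limit of 0.05. The paper gives *ATAF1* and *RD26* as lower in SRDX or KO or both, which held here through KO only in part. Both calls in KO were lost under 75th percentile scaling, in the fit of all 15 arrays, at a limit of 0.05, with the slide as a block, and without any of the WT arrays or KO replicate 1 or 3. That of *ATAF1* was also lost with quantile normalization within the experiment, normexp, no filter on dim probes, the replicate block, and without KO replicate 2. In SRDX, *ATAF1* was called with Storey's q-values, without SRDX line 1 and when adjusted over the list alone, and *RD26* under no setting.

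The paper reports no significant difference in *MEX1* and *DPE1* between OX and WT, and neither was past the limit here. Without OX line 1, *MEX1* and *DPE1* were, and *DPE1* also was with Storey's q-values.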

Other observations

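The tests on OX line 1, on the *SUP* probe and on the correlation without SRDX line 3 were chosen only after the result was seen. Those on neighbouring genes, on *HSP18.2*, on the slide of the KO arrays and on splits of the arrays were planned.

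OX line 1 lay close to WT for most genes. Its log2 signals correlated with the WT mean across genes with r = 0.983, against 0.916 and 0.899 in lines 2 and 3. Its changes still correlated with those of the other lines, with r of 0.339 to 0.571 over separate WT arrays. A mixture of RNA like that of lines 2 and 3 with WT RNA was tested as a cause. Line 1 kept 0.957% of the rise of *ANAC046* on the linear scale, and 431 other genes more than 8-fold higher in lines 2 and 3 kept a median of 5.64%, with quartiles of 1.19 and 16.4%. A mixture would give all genes the same share, and 333 of the 431 kept more than *ANAC046* did, which argues against a mixture alone. The *ANAC046* signal of line 1 was the lowest of the 3 lines. Whether this level, or an earlier stage of the plants, led to the small changes of line 1 stays open and was not tested.

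The *SUP* probe that was raised in SRDX was also well above background in OX line 1, at least 14.5-fold above the other 5 arrays at 50 DAS, on which it was not well above background. An exchange with an SRDX sample was tested. The changes of line 1 correlated with those of SRDX at 5 DAD with r = −0.248 across genes, and stayed below 0 with each SRDX or WT array taken singly (−0.153 to −0.261), which argues against an SRDX plant as the source, although no SRDX plant was sampled at 50 DAS. RNA carried over from a dark-treated SRDX sample was tested with 97 probes that were not well above background in WT at 50 DAS and bright in SRDX. At the share of 4.02% that the *SUP* probe would need, they lay below the predicted level in 95 cases, by a median log2 difference of −3.17, which argues against carry-over. A faulty spot could not be excluded. The spot had no outlier flag, and 3 probes, *SUP* included, stood as far above the other arrays on line 1, against 0 to 11 on the other arrays at 50 DAS. No biological explanation was tested.

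The slide of the KO arrays may add to the changes in KO. The deviation of SRDX line 3, which lay on that slide, from the other SRDX lines correlated with the change of KO against WT with r = 0.613 across genes. Deviations of the 3 lines from each other sum to 0, so lines 1 and 2 add no evidence, and a single array carries this test. A stronger effect of the transgene in line 3 would give the same sign and stays open. The slide of the KO arrays is unlikely to explain all that KO and SRDX have in common, while a deviation of the WT slide stays open. Without SRDX line 3 and with separate WT arrays, the correlation across genes had a mean of 0.471 (0.367 to 0.534). The share of spots well above background was also lower on this slide, in SRDX line 3 as in KO, and the slide is shared by both.

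Splits of the arrays could not exclude chance for the counts of calls. For genes higher in OX and genes lower in OX, 1 of the 10 splits of the 6 arrays, the real split itself, gave as many genes. The result was the same for genes higher in KO, genes lower in KO, genes higher in SRDX and genes lower in SRDX, with 1 of 10 splits each. With 3 arrays against 3, no smaller share is possible. The other 9 splits gave 0 genes by limma in each of these comparisons.

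Genes next to *ANAC046* were tested for differences linked to the transposon insertion in KO. Of the 80 nearest tested genes with a locus, 23.8% were past the limit in KO, against 30.9% of the others. These shares gave no sign of more changes nearby (Fisher's exact test, two-sided, p = 0.183). In SRDX the shares were 16.3 and 21.4%. A share over 80 genes cannot decide on those right beside the insertion. Just before *ANAC046*, AT3G04010, AT3G04020, *MYR2* and AT3G04040 were past the limit in KO (adjusted p = 0.0233 to 0.108). They were not past it in SRDX (0.197 to 0.635). The next genes on either side, AT3G04050 (0.154) and *NAC047* (0.278), were not past it in KO. These genes were picked after the result was seen, and a difference close to the insertion stays open. The vector named for OX in the Methods has HSP in its name, whereas the sample labels give a NOS terminator. If the vector ends in the terminator of *HSP18.2*, the probe of this gene could rise in OX. Its log2 change was −0.0614, so no such signal was seen, and the test has no meaning if the label is right.

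A pair of the genes with the largest increase past the limit in OX moved the other way in the dark. *MAP18* changed by −0.98 in KO and −1.35 in SRDX, and *ACS7* by −1.21 and −2.25, all past the limit. *CEP1*, with the largest decrease in SRDX, was higher in OX by 7.65 (adjusted p = 0.192, limma with Benjamini-Hochberg adjustment), well above background on 1 of 3 WT arrays. AT1G18980 rose in OX and was also higher in KO, by 1.15. *DPE1* was higher in KO by 1.07 (adjusted p = 0.0446) and in SRDX by 1.09 (adjusted p = 0.0580).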
